A study of Mus musculus with 8 samples. Its data were reported in "5’tRNA-derived fragments modulate β-cell homeostasis and islet macrophage activation in type 2 diabetes" (2026).

How the data were processed

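The β-cells came from male mice of both genotypes at 8 weeks of age and were sorted by flow cytometry, with islets of several animals pooled for each preparation. Total RNA was isolated with miRNeasy kits, and libraries were made with the QIAseq miRNA kit, which tags each molecule with a unique identifier. The authors sequenced them single-end on a NovaSeq instrument and removed the adapters. Reads longer than 16 nt with the same sequence and identifier were collapsed to 1 molecule. They were aligned to the mouse genome build GRCm38.p6 and then matched with bowtie 1, without mismatches, to mature tRNA sequences of GtRNAdb and to mitochondrial tRNAs.

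The authors' deposited table has a line for each tRF sequence, with the name of a tRNA and 3 values per library. The first is the authors' count of unique molecules, without normalisation. The second, used here as a score, is the authors' RPM (reads relative to a library total), rounded to a whole number. The third is the authors' normalised value on a log2 scale, whose method is not given in the sources used here. The authors' deposited table also gives a direction of change for each sequence in words. Of the 275 sequences called here, 271 had the same direction there, whereas of all 1832 tested sequences 592 were higher here and lower there, and 8 the reverse. The counts were the basis of every test. All deposited RPM values equalled the count divided by a single library total, to within 0.5, which gave implied totals of all counts between 1206615 and 5316715 per library. At counts above 1000 the log2 values gave the effective library size that had been used. Every sequence in the table had at least 5 counts in at least 4 libraries, and 0 were named for a mitochondrial tRNA, so no mitochondrial class was formed. The libraries were matched to genotypes through the library names in the labels. The replicate numbers 1 to 4 follow the order of the labels, which state no pairing and no batch.

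The table gives no positions in the tRNA, and mature tRNA sequences were not used here, so the class of a fragment was read from the sequences themselves. A fragment was 3′ if it ended in CCA (957 sequences). It was 5′ if it shared its first 8 bases with the most abundant set of at least 5 sequences of its isoacceptor that begin alike, where no longer sequence of that isoacceptor has these bases further inside (283 sequences). The minimum of 5 sequences and the restriction to the same isoacceptor were added once the table had been seen. The remaining 986 sequences were internal. A 3′ end was placed by an overlap of at least 12 bases with a fragment of the same isoacceptor that ends in CCA. Families were sums over an isoacceptor and a class.

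Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation on tRF counts, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test, genotype as the only term, all 8 libraries). P-values were adjusted by the Benjamini-Hochberg method over all sequences or families tested. A call needed an adjusted p-value below 0.1 and a fold change above 2. Standard errors were the log2 fold change divided by the square root of its F statistic. CPM are relative to the TMM-scaled tRF total. Shares and count-weighted mean lengths per class were compared with two-sided exact permutation tests over all 70 assignments of the libraries, with Benjamini-Hochberg adjustment over 6 tests and a threshold of 0.05. The smallest p-value that such a test can give is 0.0286.

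The choices above, apart from those said to be later, and the following alternatives were fixed before the data were examined: edgeR's RLE factors, no normalisation factor, DESeq2 1.42.0, edgeR's likelihood-ratio and exact tests, no filter, a filter of 10 counts in 4 libraries, a block for library order, a threshold of 0.05, no fold change limit, merging of sequences 1 or 2 nt apart, and leaving out each library in turn. For shares and lengths they were the filtered sequences only, leaving out the 3 most abundant sequences, and a tolerant class rule (start at bases 1 to 3, end within the last 3 bases). Alternatives chosen after seeing the data were scaling to the implied totals, scaling to the authors' effective library sizes, thinning every library to the smallest tRF total, and the tolerant class rule and all 5′ starts for families.

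The sequences and families named were chosen by a rule fixed in advance. It takes, for Glu-CTC, Gly-GCC and Asp-GTC, the 5′ family, its most abundant sequence and those of the lengths the study gives. It adds the 5 largest increases and the 5 largest decreases among called sequences without overlap, keeping the most abundant of each isoacceptor, class and direction, then the 3 most abundant sequences, and the 3 families changed most in each direction. The family 5′tRF Cys-GCA was named after its values had been seen. Some single fragments that the rule names are not reported here.

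The procedure was tested on simulated counts with the means and depths of the real libraries. With 200 sequences set to change, of which 183 passed the filter, 77.0% of these were called, 4.1% of the calls were unchanged sequences, and 0 had the wrong direction. With 20 families set to change, of which 19 passed the filter, 100.0% were called and 5.0% of the calls were unchanged. All changes set were larger than 2-fold, equally likely up or down, and independent between sequences. The simulation thus says nothing about changes near 2-fold, about overlapping fragments that change together, or about the choice of scaling. Depth was 582165 to 2946290 tRF counts per library, and unique molecular identifiers make the counts nearly independent molecules, but replicate libraries still differed by more than counting error. Other tools were limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions are RefSeq's for GRCm38.p6. Human data and the study's other cell types were not used here.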

Results

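Small RNA was sequenced from β-cells of 8-week-old mice, sorted by flow cytometry from dispersed pancreatic islets. The db/db mouse carries a defect in the leptin receptor gene and becomes obese and diabetic, and wild type mice of a closely related strain were its controls. There were 4 libraries per genotype. The values analysed were counts of unique molecules for each tRNA-derived fragment (tRF), that is, for each distinct RNA sequence that matched a mature tRNA without a mismatch. The table held 2226 sequences of 16 to 30 nt, under 48 names. All names were those of tRNAs except 1, mmu-mir-1983, a microRNA name given to 3 internal sequences, which made up a family of their own that was not called. Fragments longer than 30 nt were not analysed here.

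The number of tRF counts was 709421, 672240, 630696 and 1265123 in wild type libraries 1 to 4, and 788405, 582165, 2946290 and 965970 in db/db libraries 1 to 4. The largest total was 5.06 times the smallest. The tRFs made up 41.4% ± 14.5 of all counts in the wild type libraries and 31.7% ± 16.6 in the db/db libraries (SD, n = 4 per genotype; two-sided exact permutation test, p = 0.343), where the total of all counts was worked out from the deposited RPM values. The 3 most abundant sequences, all of them 3′ ends of tRNA Asp-GTC, took between 28.2% and 40.5% of the tRF counts of a library. In every pair of libraries of a genotype the sequences differed by more than counting error alone.

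The first question was which tRF sequences differ between β-cells of db/db and wild type mice. Of the 1832 sequences with enough counts for a test, 275 changed more than 2-fold with an adjusted p-value below 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 102 were higher and 173 were lower in db/db β-cells. Without the fold change limit and the adjustment, 390 sequences had a p-value below 0.05. The higher sequences came from 20 isoacceptors (tRNAs that share an amino acid and an anticodon) and the lower ones from 29. In 242 of the 275 sequences the normalised counts of the 2 genotypes did not overlap. Among all tested sequences 314 (17.1%) did not overlap, where chance gives 2.86%. The alternative that moved the number most was to merge sequences that share an end and differ by 1 or 2 nt at the other, which left 707 merged sequences to test, of which 133 changed.

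The direction differed between the classes of fragment. A sequence was called 3′ if it ended in CCA, the bases added to every mature tRNA, 5′ if it began at the most abundant start of its isoacceptor, and internal otherwise. A CCA inside a tRNA was not told apart from the added one, so some fragments counted as complete 3′ ends may end short of it. Of 894 tested 3′ sequences, 68 were higher and 4 were lower. Of 268 tested 5′ sequences, 9 were higher and 10 were lower. Of 670 tested internal sequences, 25 were higher and 159 were lower. The split between higher and lower sequences depended on the scaling: with library sizes taken from the deposited log2 values, which shifted the median of all sequences to −0.51 on the log2 scale, 14 were higher and 149 were lower.

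Most of the lower sequences ended just inside the 3′ end of the tRNA. Where the last bases could be placed against a longer fragment of the same isoacceptor, 168 tested sequences ended 1 to 3 bases short of CCA, and 144 of these were lower in db/db β-cells and 0 were higher. They came from 23 isoacceptors, made up 83.2% of all lower sequences and were internal under the class rule. The median log2 fold change was −3.62 for sequences 1 base short, −2.88 for those 2 bases short and −2.26 for those 3 bases short. For the sequences that ended in CCA, taken as complete ends, it was 0.05. This grouping by the last base was chosen after the calls had been seen.

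**Figure D1:**
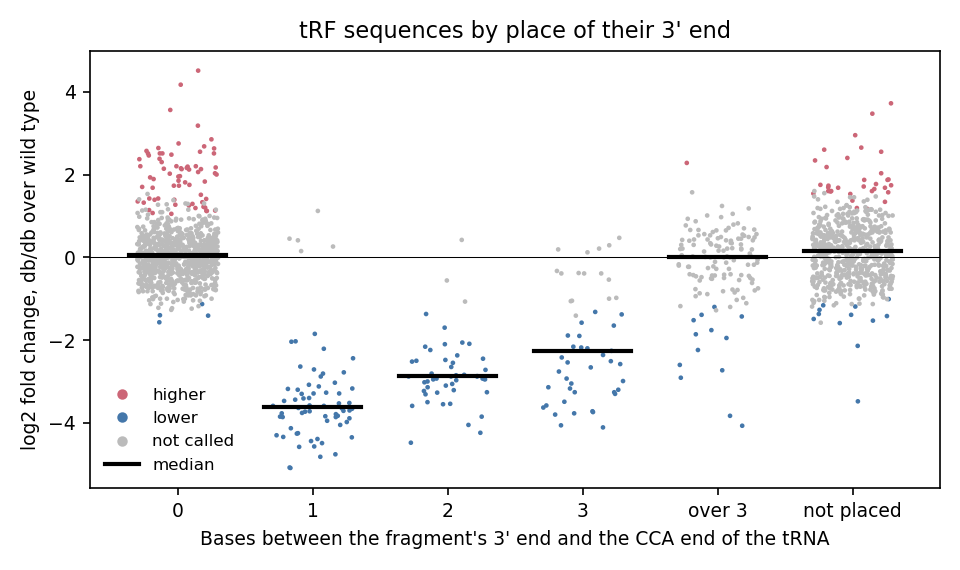
log2 fold change (db/db over wild type, vertical axis) of each of the 1832 tested sequences, grouped by the number of bases between its 3′ end and the CCA end of the tRNA (horizontal axis). Red and blue points are sequences called higher and lower, grey points are the others, and black bars are medians; the medians of the groups 1, 2 and 3 bases short lie at −3.62, −2.88 and −2.26, whereas that of complete ends lies at 0.05.

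Within single libraries, fragments 1 to 3 bases short made up 3.02% ± 1.28 of the counts at tRNA 3′ ends in wild type β-cells and 0.484% ± 0.0591 in db/db β-cells (SD, n = 4 per genotype). The wild type mean was 6.23 times the db/db mean. The lowest wild type library stood at 1.78% and the highest db/db library at 0.542%. The difference gave p = 0.0286 in a two-sided exact permutation test, the smallest p-value that 4 against 4 libraries can give.

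The second question was asked per family, with all fragments of an isoacceptor and a class added up. Of 110 tested families, 19 changed in the same edgeR test. The 4 higher families were 3′tRF Gly-GCC, 5′tRF Gly-GCC, 5′tRF Cys-GCA and internal Pro-TGG, and the other 15 were lower and all internal. With library sizes taken from the deposited log2 values 1 family was higher and 16 were lower, and with the implied totals of all counts 3 were higher and 21 were lower. The alternative that moved this number most was a class rule that accepts ends up to 2 bases inside the tRNA ends, which left 10 changed families, 3 higher and 7 lower.

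The study followed 5′tRFs of Glu-CTC and Gly-GCC and also named Asp-GTC. It reported all of them as higher in db/db β-cells, from single sequences, with qPCR as further evidence for Glu-CTC and Gly-GCC. The families here are sums over sequences, which is another measure. The 5′tRF Gly-GCC family of 14 sequences was higher in db/db β-cells, at 1385 ± 519 CPM (normalised counts per 1e6 tRF counts) against 384 ± 193 in wild type (SD, n = 4 per genotype). Its log2 fold change was 1.85 (SE 0.38; adjusted p = 0.000882, edgeR's quasi-likelihood test), and the libraries of the genotypes did not overlap. With the scaling taken from the deposited log2 values the change was 1.20 and was not called (edgeR's quasi-likelihood test, adjusted p = 0.193). The study called 5′tRF Gly-GCC higher, so this loss of a call is a result of the re-analysis and not the study's own. The 5′tRF Glu-CTC family of 7 sequences stood at 491 ± 107 CPM in db/db and 781 ± 197 CPM in wild type, and its log2 fold change of −0.67 (SE 0.30) was not called (edgeR, adjusted p = 0.151). This family holds only fragments of at most 30 nt that begin at base 1. Fragments of Glu-CTC that start at bases 2 to 4 are outside it, and their share of the counts from bases 1 to 4 was 7.35% in wild type and 34.6% in db/db β-cells, a measure chosen after the calls had been seen. The 5′tRF Asp-GTC family of 24 sequences stood at 8363 ± 2863 CPM in db/db and 6770 ± 2731 CPM in wild type. Its log2 fold change was 0.30 (SE 0.33; edgeR, adjusted p = 0.636), less than the spread between replicates, and its sign depended on the scaling. Of 17 tested Asp-GTC fragments that start at bases 2 to 4, 5 were called higher and 0 lower, with a median log2 fold change of 0.62. Of the 24 from base 1, 0 were called, and the median was 0.23.

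**Figure D2:**
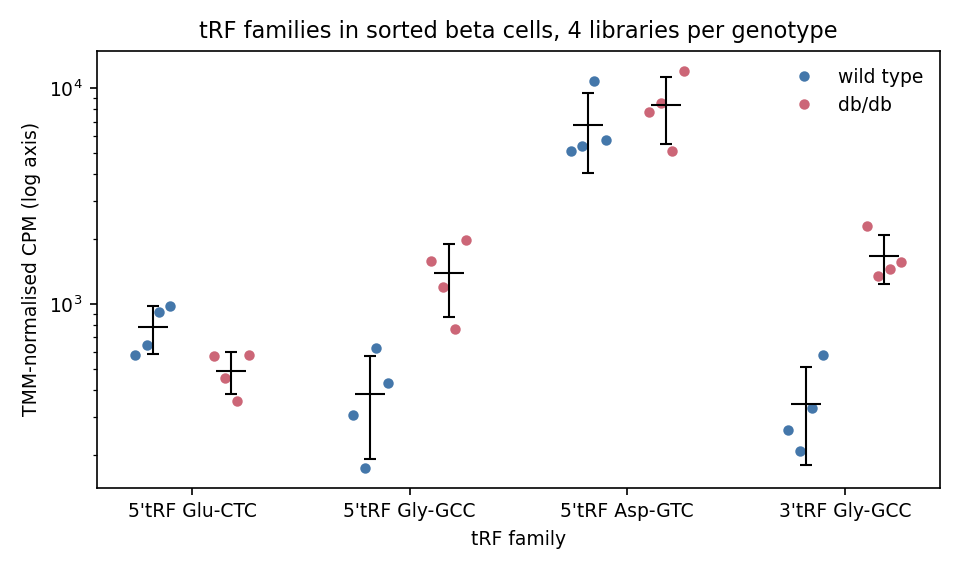
CPM (log axis) of 4 tRF families in each library; points are libraries, coloured by genotype, and bars are the mean and SD of 4 libraries. The db/db libraries lie above all wild type libraries for 5′tRF Gly-GCC, at 1385 against 384 CPM on average, and for 3′tRF Gly-GCC, at 1664 against 345 CPM, but under the scaling taken from the deposited log2 values the former was not called.

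RefSeq's annotation of the mouse build GRCm38.p6 lists 12 genes for tRNA Glu-CTC, 14 for Gly-GCC and 16 for Asp-GTC. On chromosome 1, 13 of these lie between positions 171037029 and 171103114, 4 for Glu-CTC, 4 for Gly-GCC and 5 for Asp-GTC. The sequences of these genes were not compared, and fragments were not assigned to single genes.

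Of the sequences that were called without overlap between the genotypes, those with large increases included a 3′ fragment of Arg-TCT (log2 fold change 2.51), a 3′ fragment of Ser-GCT (2.37), an internal fragment of Gly-ACC (2.28) and a 3′ fragment of Gly-GCC (2.13). These 4 remained higher but were not called with the scaling taken from the deposited log2 values, under which 14 other sequences were called higher.

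Large decreases without overlap were found in fragments of Ile-AAT (log2 fold change −4.82), Phe-GAA (−4.58), Arg-ACG (−4.06) and Lys-TTT (−3.95), all 1 to 3 bases short of CCA. All 4 were called with every scaling tried. The Ile-AAT fragment had 109 counts in the wild type libraries and 7 in the db/db libraries, all 7 in db/db 3. In the family test the largest decreases were in internal fragments of Phe-GAA (log2 fold change −3.54, SE 0.48), Tyr-GTA (−3.16, SE 0.40) and Lys-TTT (−3.05, SE 0.34). The largest increases were in 3′tRF Gly-GCC (2.27, SE 0.35), 5′tRF Gly-GCC (1.85) and internal Pro-TGG (1.39, SE 0.44). The Tyr-GTA family changed by −0.27 and was not called under the class rule that accepts ends up to 2 bases inside the tRNA ends. The 3 most abundant sequences, the 3′ ends of Asp-GTC, changed by 0.07, −0.14 and −0.51 on the log2 scale, and none was called.

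The last question was whether the make-up of the tRF pool differed. The share of 3′ fragments was 91.1% ± 2.30 in wild type and 93.4% ± 2.21 in db/db β-cells (SD, n = 4 per genotype; two-sided exact permutation test, p = 0.229). The share of 5′ fragments was 3.90% ± 0.847 and 3.92% ± 1.42 (exact permutation test, p = 1). Internal fragments took 4.96% ± 1.92 in wild type and 2.65% ± 0.825 in db/db (exact permutation test, p = 0.0571; adjusted over the 6 tests of shares and lengths, p = 0.171). Internal fragments were longer in db/db β-cells, with a mean of 23.3 ± 0.229 nt against 21.7 ± 0.779 nt (exact permutation test, p = 0.0286, the smallest possible; adjusted, p = 0.171), and the libraries of the genotypes did not overlap. Neither difference passed the adjustment, which a single difference cannot pass with 4 libraries per genotype, since the smallest exact p of 0.0286 then adjusts to 0.171. Under the class rule that accepts ends up to 2 bases inside the tRNA ends, the share of internal fragments differed by −0.391 percentage points (exact permutation test, p = 0.514) and their length by 0.987 nt (exact permutation test, p = 0.286). Without wild type 2 the share differed by −1.40 percentage points. The mean length was 23.0 nt in both genotypes for 5′ fragments, and 25.2 nt in wild type against 24.9 nt in db/db for 3′ fragments (exact permutation test, p = 0.314).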

Values the study reported

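The study reported 152 tRFs changed in β-cells of db/db mice at a fold change above 2 and an FDR-adjusted p below 0.1. It described the lower fragments as mostly 3′tRFs.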

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

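The tests of the counts in wild type 4 and db/db 3, of 5′tRF Asp-GTC in wild type 3 and of the Ile-AAT fragment were chosen once those libraries had stood out, but before their outcome was known. Of 72 groups of 4 libraries examined, 4 had a library far from the other 3. By chance about 1 group in 20 would, so that this number is no more than chance gives.

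The tRF counts of wild type 4 (1265123) and of db/db 3 (2946290) stood far above the other libraries of their genotypes, which lay between 630696 and 709421 and between 582165 and 965970. With all libraries thinned at random to the smallest total, 232 sequences were called, against 275 with all counts. This argues against unequal tRF counts as the source of the calls. The total of all counts in db/db 3, 5316715, was close to the 4826408 in db/db 4. Its tRF count stood out through the share of tRFs, 55.4% of all counts against 30.7% or less in the other db/db libraries. In wild type 4 tRFs made up 38.3% of all counts, within the wild type range of 22.6% to 55.7%, and the total of all counts, 3302536, was the highest of the wild type libraries. Why the share of tRFs differed between libraries was not tested, and no biological explanation was tested.

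The 5′tRF Asp-GTC family in wild type 3 reached 10846 CPM, with the other wild type libraries between 5091 and 5747. A library rich in 5′ fragments of all isoacceptors is a candidate explanation. Wild type 3 was the highest wild type library in 14 of the 23 other 5′ families (60.9%), which is too few to show that and too many to exclude it. A difference between the pooled animals, or in the making of the library, stays open and untested.

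The Ile-AAT fragment 1 base short of CCA was at 2.92 CPM in db/db 3 and at 0 in the other 3 db/db libraries. Given that db/db 3 holds 55.8% of the db/db tRF counts, all 7 counts would fall into it with a chance of 0.0168. Since this value was picked out of 72 groups and rests on 7 counts, counting noise cannot be told apart from a difference of that library. Without db/db 3 the db/db libraries held no count of it, and a limit of 3 counts over these 3 libraries (1.11 CPM) put the fragment at least 32.6-fold lower than the wild type mean of 36.2 CPM. The direction of its change does not rest on db/db 3.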

How the results depend on the processing

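The scalings to implied totals and to the authors' effective library sizes, the thinning, and the tolerant class rule and all 5′ starts for families were alternatives chosen after seeing the data.

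The number of changed sequences stayed within 1.5 times of 275 in 20 of 22 alternatives. It ranged from 256 to 380 when single libraries were left out (380 without wild type 3, with 176 higher and 204 lower) and reached 333 without a filter. Merging sequences 1 or 2 nt apart gave 133 of 707, which has fewer items to test. With the authors' effective library sizes it was 163 (14 higher, 149 lower, 8.6% higher against 37.1%), of which 161 were among the 275. That scaling moved the median of all sequences from 0.00 to −0.51 on the log2 scale. Implied library totals moved it to −0.36 and gave 52 higher and 175 lower sequences (22.9% higher). The block for library order gave 268. No paired analysis was possible because the labels share no number between the genotypes.

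The number of changed families stayed within 1.5 times of 19 in 19 of 20 alternatives and between 16 and 21 when single libraries were left out. The split was 1 higher and 16 lower with the authors' effective library sizes (5.9% higher against 21.1%), and 3 higher and 21 lower with implied totals (12.5% higher). The tolerant class rule gave 10, since it moves fragments short of CCA into the 3′ class, where the complete ends outweigh them.

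5′tRF Gly-GCC remained higher in all 19 alternatives (1.69 to 2.19 without single libraries). It lost its call with the authors' effective library sizes, at 1.20, where the median family stood at −0.67. 5′tRF Glu-CTC remained lower in all 19 (−0.77 to −0.54 without single libraries) and was called only with implied totals, at −1.22, where the median family stood at −0.58. It was −1.45 with the authors' sizes and −0.28 under the tolerant rule, both uncalled. 5′tRF Asp-GTC was never called. It reversed to −0.22 with implied totals and to −0.47 with the authors' sizes, both above the median family, and lay between 0.12 and 0.63 without single libraries. Adjusted p-values over the alternatives ran from 6.39e-07 to 0.193 for Gly-GCC, from 0.0224 to 0.658 for Glu-CTC and from 0.247 to 0.883 for Asp-GTC in the edgeR and DESeq2 tests.

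Of the differences in shares and lengths, none passed adjustment with filtered sequences, without the 3 most abundant sequences or under the tolerant rule. This says nothing about stability, since at least 4 of the 6 would have to reach the smallest possible p of 0.0286 to pass. Without single libraries only the differences were computed. The internal share differed by −2.31 percentage points with all sequences, −0.391 under the tolerant rule and −2.91 to −1.40 without single libraries (−1.40 without wild type 2). The internal length differed by 1.53 nt, 0.987 nt and 1.16 to 1.76 nt. The 5′ differences near 0 changed sign: the share to −0.0524 percentage points without the 3 most abundant sequences, and the length to 0.00407 nt with filtered sequences and to 0.088 nt under the tolerant rule. Without single libraries they lay between −0.369 and 0.657 percentage points and between −0.13 and 0.0675 nt.

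Among single named sequences, reversals occurred only in uncalled Asp-GTC fragments. The most abundant 5′ fragment, of 29 nt, went from 0.10 to −0.31 with implied totals, −0.53 with the authors' sizes and, without single libraries, −0.02 to 0.29. The most abundant 3′ sequence went to −0.05 with implied totals and −0.15 to 0.35 without single libraries (−0.13 without wild type 2, 0.00 without wild type 4). The next went to −0.30 to 0.04 (0.03 without db/db 1). The causes were not tested. Of the named families, 5′tRF Cys-GCA lost its call without wild type 1 (edgeR's test, adjusted p = 0.109, where all alternatives ran from 0.00678 to 0.803), without db/db 4 (log2 fold change 0.76), with implied totals (0.56), with the authors' sizes (0.25) and under the tolerant rule (1.14). Internal Pro-TGG lost it with the authors' sizes (0.79). The alternatives fixed in advance removed no other call of a named sequence or family.

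A scaling to mitochondrial tRFs was not run, as 0 sequences carry such a name. The table ends at 30 nt and holds only sequences with at least 5 counts in 4 libraries, so that rarer and longer fragments are outside these results.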

Other observations

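The tests of scaling, library order, adapter trimming and general degradation for the 3′ ends, and of scaling for the 5′ starts, were chosen only after the result was seen. The grouping of fragments by end and by start was itself suggested by the called sequences, whose short 3′ ends had a median log2 fold change of −3.04 and differed in share by −2.53 percentage points.

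The number of changed sequences here was 275. That is higher than the value quoted from the study above. With library sizes taken from the deposited log2 values the number was 163, of which 161 were among the 275, and most of that gap was closed.

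The libraries can be divided into 2 groups of 4 in 35 ways. Only 1 of the 35 splits, the genotypes themselves, gave as many as 275 sequences. The other 34 called 0 sequences in edgeR's quasi-likelihood test. DESeq2 called sequences in 6 of these 34, at most 187, against 294 for the genotypes. That number came from the split that exchanges wild type 3 and db/db 3, which had 384 sequences with an unadjusted p below 0.05 in edgeR's test, against 390 for the genotypes. An exchange of these libraries thus left more of the difference than any other exchange did, although by the share of fragments short of CCA they stood with their own genotype, at 2.55% and 0.542%. For families, too, only 1 of 35 splits gave as many as 19, and the most in any other was 7. These counts argue against chance as the source of both numbers but cannot exclude it, since 1 of 35 is the strongest result possible. The other splits also mix the genotypes, so a real difference would widen the spread within their groups and lower their calls. A technical difference that follows the genotypes cannot be excluded either.

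Fragments 1 to 3 bases short of CCA were lower in db/db β-cells. Several technical explanations were tested against this pattern. Scaling between libraries would leave the share within a library alone, but this share differed by −2.53 percentage points (p = 0.0286, exact permutation test, n = 4 per genotype). A few isoacceptors did not carry it: the mean share was lower in db/db in 26 of 26 isoacceptors (100%), without overlap in 23. Low counts were not the source, since the 42 most abundant of these fragments had a median log2 fold change of −3.38. Libraries A to D and F to I by their names showed differences of −3.44 and −1.63 percentage points, without overlap in either set. Leaving out single libraries left a difference of −1.94 percentage points at the smallest (without wild type 2).

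Trimming of a terminal A together with the adapter would affect ends 1 base short, but those 2 or 3 bases short fell as well (median −2.74). General degradation of wild type RNA would raise its inner fragments, but only 25 of 436 fragments away from both ends (5.73%) had a log2 fold change below −1. A ribonuclease that cuts after pyrimidines along the whole tRNA would lower inner fragments ending in C or U relative to the rest, but the medians differed by 0.05. Fragments 3 bases short that end in A or G also fell, in 25 of 40 cases. Of 50 fragments that end 4 to 6 bases short, 12 were lower, and of 79 that end further inside, 1 was.

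These values are consistent with a hypothesis in which the 3′ tails of tRNAs, or of fragments with a tail, were trimmed from the end more often in the wild type cells or their RNA than in db/db. Such trimming may be a difference between the genotypes, for example in an exonuclease or in repair of CCA, or a difference in how the cells of each genotype were sorted, pooled and stored. The share that differed by −2.53 percentage points cannot separate these, because handling that follows the genotype would look the same, and neither was tested.

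Fragments of Glu-CTC and Asp-GTC that start at bases 2 to 4 were a larger part of the 5′ fragments of at most 30 nt in db/db β-cells. Among Glu-CTC fragments that start at bases 1 to 4 their share was 7.35% ± 1.49 in wild type and 34.6% ± 11.9 in db/db (SD, n = 4 per genotype; exact permutation test, p = 0.0286). Among those of Asp-GTC it was higher by 5.1 percentage points in db/db (n = 4 per genotype; exact permutation test, p = 0.0286). For both together the difference within libraries was 6.95 percentage points, with no overlap between the genotypes, which argues against scaling. In the other isoacceptors together it was 1.27% and 1.74% (exact permutation test, p = 0.114).

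What changes the share of these starts remained open. Among the other isoacceptors, fragments from bases 2 to 4 had a median log2 fold change 0.38 above those from base 1, so that a general shift of 5′ starts may or may not be present. Where a fragment ends, rather than where it starts, may also be what changed. For Glu-CTC and Asp-GTC fragments that start at bases 5 to 10, those ending at base 31 or later lay 1.46 above those ending earlier on the log2 scale. This rests on 28 against 2 sequences and cannot be told apart from noise. Fragments longer than the 30 nt at which the table ends are not part of these shares. A fragment from base 1 that ends past base 30 is therefore never counted, whereas one from bases 2 to 4 can be. A change in where fragments end could thus move these shares without any change in where they start. A difference between the genotypes stays among the open explanations.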
